A study of Mus musculus with 27 samples.

How the data were processed

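The data were counts of barcoded lung tumours in 27 mice. Per the labels, tumours were started in the lung with a pool of lentiviral vectors that each carried Cre recombinase, a DNA barcode region and sgRNAs, and lungs were harvested after 3 months. The pool held 8 vectors, of which the inert vector, those that target the tumour suppressor genes Nf1 or Rasa1 (NCBI Gene 18015 and 218397) and the one that targets both are described, and results for the other vectors are not reported here. The barcode marks the descendants of 1 infected cell, so that the reads of a barcode measure the size of 1 clonal tumour. The mice were of 4 genotypes, with group names as in the labels except that a hyphen stands for the separator. TC mice carry a Cre-activated Tomato reporter and Cre-activated Cas9 and no engineered oncogene (6 mice). Lkb1-TC mice (6 mice) and Keap1-TC mice (6 mice) carry in addition floxed alleles of Lkb1 (official symbol Stk11) or Keap1. KT mice carry no Cas9 (9 mice), so that sgRNAs cannot cut in them and the vector shares of their tumours measure the titre of each vector in the pool.

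Per the labels, the barcode region was amplified by PCR from 32 µg of bulk lung DNA and sequenced as paired reads on an Illumina HiSeq instrument, with libraries pooled by lung weight. The table deposited by the authors holds 490589 barcodes, each with its mouse, its vector, a read count and an absolute number of cells. The deposited read counts are whole numbers of at least 2 and are not normalized. How reads were merged into barcodes, and any minimum applied, is not stated in the labels. The cell numbers are another deposited unit, an estimate by the authors whose calculation is not stated in the labels. Within a mouse they were the read count times 1 factor and a correction that took 21 levels over all mice, of which the smallest was 0.779 of the largest, and 99.9% of barcodes had a correction within 5 percent of the largest. The factor differed between mice, so that 1000 cells corresponded to between 486 and 2039 reads. The genotype in the table differed from the label for 0 barcodes. Barcode sequences and a genome build were not used here, so genes are given by name without coordinates. PCR reads carried no molecular identifiers in the table, so counting errors cover sampling only.

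A tumour was defined as a barcode of at least 1000 cells, a minimum that 2858 barcodes (0.583%) reached. The median barcode held 24.0 cells. Per mouse and vector, tumour number was expressed as log2 of the number of tumours plus a pseudocount of 0.5, divided by the vector's titre, which was its mean share of tumours over the 9 KT mice. Tumour burden was log2 of the summed cells of those tumours plus 1000 cells, divided by the same titre. Tumour size was the mean log2 number of cells over tumours, with no titre correction, in mice with at least 5 tumours of both vectors compared. Log2 differences of number and burden are on the scale with the pseudocount, which understates differences from vectors with few tumours and, where a vector has 0 tumours, makes the value depend on the titre. All differences between vectors were taken within a mouse, since vectors of 1 lung share viral dose and depth, and the mouse was the unit of replication.

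Differences between vectors were tested with exact two-sided sign-flip permutation tests over mice. With 6 mice the smallest p is 0.0312, with 5 mice 0.0625 and with 4 mice 0.125. Benjamini-Hochberg adjustment was made within each family of a group: 7 combinations against inert, 12 steps that add 1 target gene, and 6 departures from additivity on the log2 scale. Because of the smallest p, an adjusted p under 0.05 requires at least 5 of the 7 combinations, 8 of the 12 steps or 4 of the 6 departures to reach it, so a count of 0 in these families is a limit of the design as well as of the data. As a second test, chosen after the data were seen, the per-mouse values were compared with those of the 9 KT mice, each corrected with the titre from the other KT mice, by an exact permutation test over the 5005 splits of 6 and 9 mice, whose smallest p is 0.000200. Total tumour number and burden per mouse, and the effect of each combination between genotypes (14 tests, an interaction of combination and genotype), were compared by exact two-sided permutation over the 924 splits of 6 and 6 mice, whose smallest p is 0.00216. Confidence intervals of 95% were made from 10000 bootstrap resamples of the mice of the group and of the KT mice. A count model across features was not used, because a barcode occurs in 1 mouse only. A fold against a vector with at most 3 tumours in every mouse was calculated against 3 tumours and is a lower bound.

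The groups, the definition of each measure, the tests, the other settings tried and the rule for the items named were set before the data were examined. Adjustment and counts cover all vectors of the pool, as set then, while the contrasts named are those between the 4 vectors described, a choice made after the values were seen. Settings chosen in advance were a size minimum of 500 or 5000 cells, a pseudocount of 0.1 or 1, titres from all KT barcodes or from pooled KT tumours, burden without the largest tumour of each mouse and vector, size from at least 2 tumours or as the 90th percentile, and removal of barcodes seen in more than 1 mouse, which could not be run. Settings chosen after the data were seen were the comparison with KT mice, unadjusted p-values, a pseudocount in proportion to the titre, titres from KT barcodes of at least 100 cells or from barcodes of 20 to 50 cells of the same group, a minimum of 1000 reads, counts pooled over mice and leaving out each mouse.

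The calculation was tested on simulated data. In each of 100 simulated datasets, tumours were drawn from the real totals per mouse and the KT shares, with the spread between mice that the KT mice show. A true log2 difference of 2 for Nf1+Rasa1, the vector with the fewest KT tumours, was recovered as 2.25 ± 0.80 (SD over datasets) with the totals of TC, 2.24 ± 0.82 with those of Lkb1-TC and 2.15 ± 0.87 with those of Keap1-TC. The simulation was not set to the 3 inert tumours of Lkb1-TC, where the measured difference was 6.09. Nor was it set to the 1 Nf1+Rasa1 tumour of Keap1-TC. Recovery was therefore not tested where the pseudocount largely sets the value. With no true effects, the sign-flip test gave an unadjusted p under 0.05 in 9.83% of 1200 TC steps and the comparison with KT mice in 3.75%. In Keap1-TC the comparison with KT mice gave 6.58% of steps, 6.00% of combinations and 6.83% of departures, above 5%. Adjusted p-values were under 0.05 in 0% and 0.333% of the TC steps, and in 1.08% of Keap1-TC steps against KT mice. With the true effects present, the adjusted sign-flip test passed 0.75% of TC steps and the adjusted comparison with KT mice 31.1%. Calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.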

Results

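To measure how inactivation of Nf1 and Rasa1, alone and together, changes the outgrowth of lung tumours without an engineered oncogene, barcoded tumours were counted by amplicon sequencing of bulk lung DNA in 27 mice. The 3 groups with Cas9 were TC (6 mice), Lkb1-TC (6 mice) and Keap1-TC (6 mice), and the group without Cas9 was KT (9 mice). Total read counts per mouse ranged from 220043 to 6594647 in TC, from 648735 to 6867806 in Lkb1-TC, from 277671 to 776713 in Keap1-TC and from 526384 to 1166938 in KT. The number of barcodes per mouse ranged from 4740 to 53536 in TC, from 1033 to 2869 in Lkb1-TC, from 5860 to 11776 in Keap1-TC and from 18067 to 31906 in KT. Over the whole pool, tumours of at least 1000 cells numbered 1612 in TC (13 to 635 per mouse), 594 in Lkb1-TC (23 to 355), 184 in Keap1-TC (13 to 68) and 468 in KT (23 to 136). The low numbers in Keap1-TC limit the precision of every comparison in that group.

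The share of each vector among KT tumours, in which the sgRNAs cannot act, was measured first as the titre of the pool. The inert vector held 16.3% ± 4.48 of KT tumours (SD, n = 9 mice), Nf1 19.5% ± 6.39, Rasa1 10.6% ± 4.24 and Nf1+Rasa1 3.36% ± 2.14. The Nf1+Rasa1 titre rested on 18 tumours, and the bootstrap standard error of its log2 ratio to inert was 0.31. Shares of all 216386 KT barcodes were less variable between mice. For inert and Rasa1 they differed from the share of tumours, with 12.6% ± 0.35 and 15.3% ± 1.19 of all barcodes. Comparisons with inert therefore depend on the choice of titre.

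**Figure D1:**
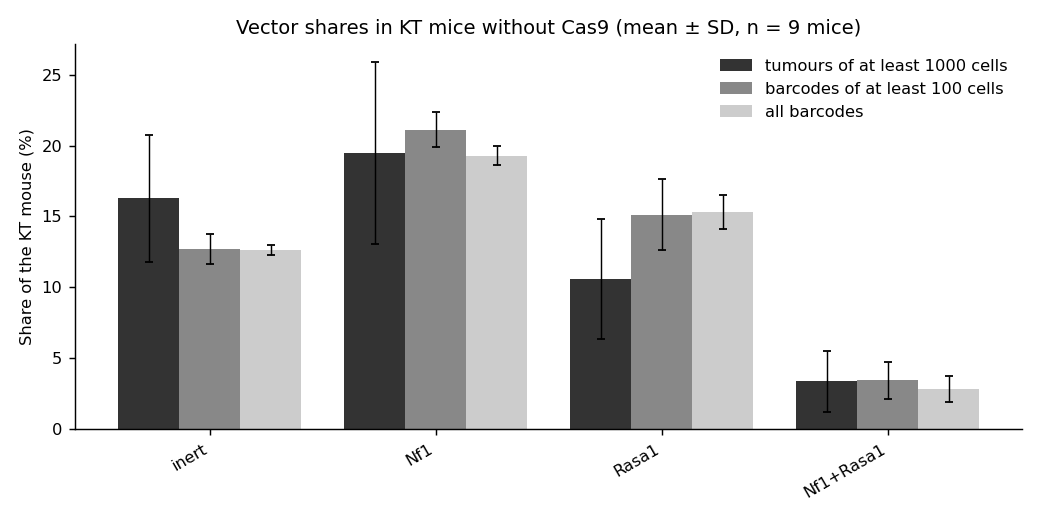
Share of the inert, Nf1, Rasa1 and Nf1+Rasa1 vectors (horizontal axis) in KT mice, in percent of the mouse (vertical axis), among tumours of at least 1000 cells, barcodes of at least 100 cells and all barcodes; bars are means and error bars SD over 9 mice. Nf1+Rasa1 had the smallest share, 3.36% of tumours and 2.80% of all barcodes, and the shares of tumours varied more between mice than those of all barcodes.

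As a background level of the assay, the steps that add 1 target gene were calculated in KT mice, with the titre of each mouse taken from the other KT mice. For tumour number, 0 of 12 steps in the pool had an adjusted p under 0.05 and 0 had an unadjusted p under 0.05 (exact sign-flip tests, n = 9 mice). The log2 differences were -0.03 ± 0.63 for Nf1 and 0.0050 ± 0.68 for Rasa1 added to inert, 0.18 ± 1.27 for Nf1 added to Rasa1 and 0.21 ± 0.81 for Rasa1 added to Nf1. These means lie near 0 by construction, because the titre comes from the same kind of tumours in the other KT mice, so they show the spread of the assay and do not test the titre. For mean tumour size 0 of 12 steps passed, and 0 had an unadjusted p under 0.05, but most steps had 5 mice or fewer, too few for an exact p under 0.05. Titres from all KT barcodes moved the count for tumour number most, to 2, as did titres from KT barcodes of at least 100 cells and a minimum of 5000 cells.

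To ask which combinations increase tumour initiation in the absence of other changes, each was compared with the inert vector in TC mice. Tumour number was higher for Nf1 by 1.0 ± 0.62 (log2, mean ± SD, n = 6 mice), for Rasa1 by 0.99 ± 0.58 and for Nf1+Rasa1 by 2.56 ± 1.04. Each of these differences had the same direction in 6 of 6 mice, with the smallest p that an exact sign-flip test allows (0.0312, adjusted p 0.0438). For Rasa1 and Nf1+Rasa1 this rests in 1 of the 6 mice on the pseudocount alone, as that mouse had 0 tumours of these vectors and of inert. With a pseudocount in proportion to the titre the differences were 0.87 and 2.14 (exact sign-flip p 0.0625, adjusted p 0.0875 for both, with adjusted p over all settings from 0.00867 to 0.719 and from 0.00210 to 0.164). Over all 7 combinations of the pool, 5 had an adjusted p under 0.05, with the sign-flip test and also when mice were permuted against KT mice. The names of KT mice begin with other letters than those of every group with Cas9. A handling batch can therefore not be told apart from Cas9 in tests against KT mice or in the KT titre. Bootstrap intervals of 95% that include the error of the titre ran from 1.71 to 3.61 for Nf1+Rasa1 and from 0.46 to 1.60 for both Nf1 and Rasa1 alone. In raw numbers TC held 95 inert tumours (5.89%), 186 Nf1 tumours, 146 Rasa1 tumours and 119 Nf1+Rasa1 tumours.

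Several settings moved the TC count to 0. With titres from all KT barcodes, 1 of them, 0 of 7 combinations had an adjusted p under 0.05 and 4 had an unadjusted p under 0.05, because 4 in place of 5 reached the smallest p. The differences under that setting were 2.46 for Nf1+Rasa1, 0.64 for Nf1 and 0.09 for Rasa1. Over all settings that for Nf1+Rasa1 ranged from 0.78, with titres from barcodes of 20 to 50 cells of the same group (exact adjusted p 0.164, the highest), to 5.25 with a minimum of 5000 cells, and it was 1.55 with a minimum of 500 cells. The titre was recalculated at each size minimum, and at 5000 cells it rested on 58 KT tumours. In Keap1-TC that titre and the pseudocount alone gave 4.43 for Nf1+Rasa1. The 5.25 in TC can therefore not be separated from the titre.

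The same comparison was made in mice that also lose Lkb1. The inert vector gave 3 tumours in Lkb1-TC, all in 1 mouse, and 0 tumours in 5 of 6 mice, so that differences from it rest on the pseudocount and folds are lower bounds. Nf1+Rasa1 had 96 of 594 tumours (16.2%), and its titre-corrected number per mouse was at least 25.8-fold above inert. Nf1 (32 tumours) was at least 1.49-fold and Rasa1 (14 tumours) at least 1.20-fold above it. These bounds use means over mice and rest in large part on replicate 5. That mouse held 18 of the Nf1, 6 of the Rasa1 and 61 of the Nf1+Rasa1 tumours. On the log2 scale with the pseudocount, differences were 6.09 ± 0.69 for Nf1+Rasa1, 2.18 ± 0.87 for Nf1 and 2.03 ± 1.37 for Rasa1 (n = 6 mice). All 7 combinations of the pool were higher in 6 of 6 mice at the smallest p an exact sign-flip test allows (0.0312, adjusted p 0.0312). Part of this count came from mice with 0 tumours of both vectors, in which the fixed pseudocount divided by a smaller titre gives a positive value. With a pseudocount in proportion to the titre, which with titres from small barcodes of the same group moved this result most, 0 of 7 combinations had an adjusted p under 0.05 and 3 had an unadjusted p under 0.05. In that setting Nf1 and Nf1+Rasa1 remained higher in 6 of 6 mice, by 1.99 and 5.69 (exact adjusted p 0.0729, which ranged from 0.000466 to 0.0729 over the settings tried for each).

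In Keap1-TC mice the differences from inert were 1.33 ± 1.75 for Rasa1, higher in 5 of 6 mice, 1.31 ± 1.83 for Nf1+Rasa1, higher in 4 of 6 mice, and 0.45 ± 2.02 for Nf1, higher in 3 of 6 mice (log2). Each was smaller than the spread between mice. The count at an adjusted p under 0.05 was 0 of 7 with exact sign-flip tests, 2 combinations had an unadjusted p under 0.05, and 2 were past the threshold against KT mice. Tumours numbered 8 for inert, 17 for Nf1, 20 for Rasa1 and 1 for Nf1+Rasa1. The value for Nf1+Rasa1 came largely from the pseudocount, and it was -0.72 when counts were pooled over mice. The setting that moved the Keap1-TC count most was a minimum of 5000 cells, with 6 of 7 combinations higher and past the threshold. Nf1 was also past it, but lower (-0.33, exact sign-flip adjusted p 0.0312). Only 9 tumours were that large and 3 of 6 mice had none.

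**Figure D2:**
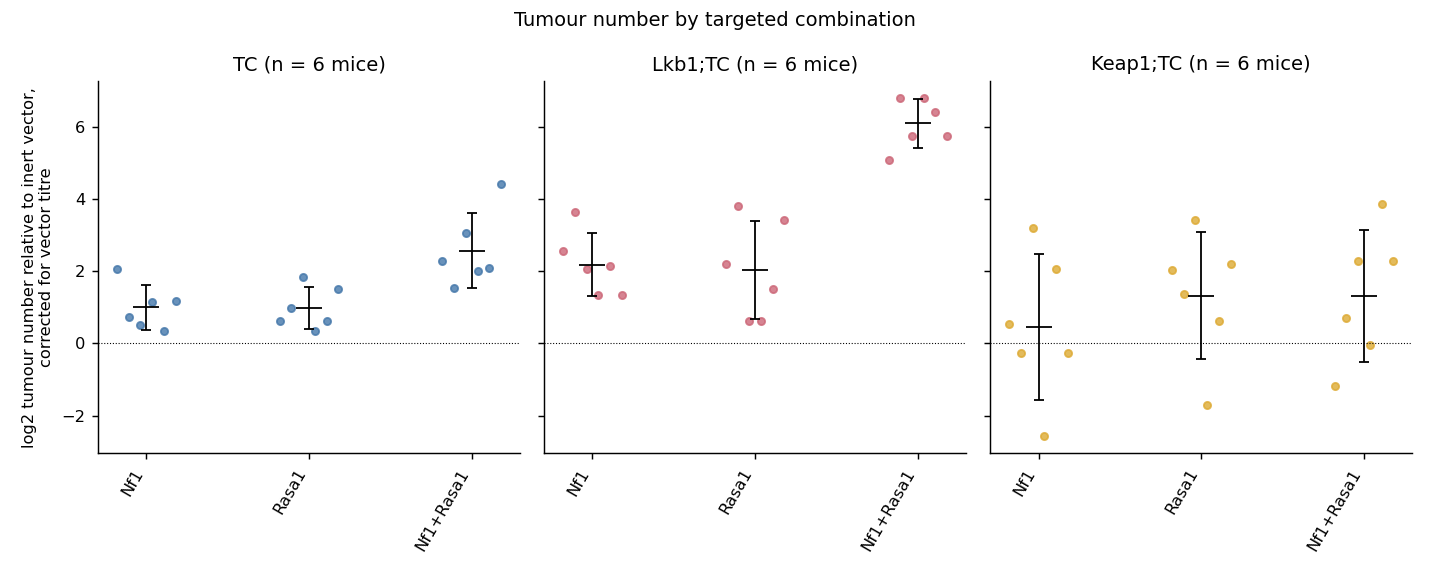
Titre-corrected tumour number of Nf1, Rasa1 and Nf1+Rasa1 relative to the inert vector of the same mouse (log2, vertical axis) in TC, Lkb1-TC and Keap1-TC; points are mice, horizontal bars means and error bars SD (n = 6 mice per group). Nf1+Rasa1 stood above the single targets in TC (mean 2.56) and Lkb1-TC (6.09), and in Keap1-TC (1.31) it lay within their spread.

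Whether an added gene raises tumour number from each starting genotype, which is the question of an accessible fitness landscape, was asked with steps of 1 gene. In TC, 0 of the 12 steps in the pool had an adjusted p under 0.05, with 7 at an unadjusted p under 0.05 (exact sign-flip tests), and 6 were past an adjusted p of 0.05 against KT mice. Nf1 added to Rasa1 raised tumour number by 1.57 ± 0.77 and Rasa1 added to Nf1 by 1.57 ± 1.16 (n = 6 mice), each higher in 6 of 6 mice with an exact adjusted p of 0.0536. In the mouse with 0 Nf1+Rasa1 tumours both values rest on the pseudocount, and with a pseudocount in proportion to the titre the steps were 1.28 and 1.19 (exact sign-flip p 0.0625 and 0.188). With a pseudocount of 1, the setting that moved this count most, 8 of 12 steps were past the threshold. With titres from barcodes of 20 to 50 cells of the same group, Rasa1 added to inert gave -0.17 and Rasa1 added to Nf1 -0.039, so a higher mean at every step depends on the titre.

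In Lkb1-TC, 0 of 12 steps had an adjusted p under 0.05, with 7 at an unadjusted p under 0.05 (exact sign-flip tests) and 7 past an adjusted p of 0.05 against KT mice. Nf1 added to Rasa1 raised tumour number by 4.06 ± 1.54 and Rasa1 added to Nf1 by 3.92 ± 1.03, each higher in 6 of 6 mice. In Keap1-TC, 0 of 12 steps had an adjusted p under 0.05, with 4 at an unadjusted p under 0.05 and 4 past an adjusted p of 0.05 against KT mice. Nf1 added to Rasa1 gave -0.01 ± 2.25 and Rasa1 added to Nf1 0.86 ± 1.81, higher in 3 and in 4 of 6 mice and smaller than the spread between mice. With a minimum of 5000 cells, at which 3 of 6 mice had 0 tumours, 7 steps were higher and past the threshold in Keap1-TC.

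**Figure D3:**
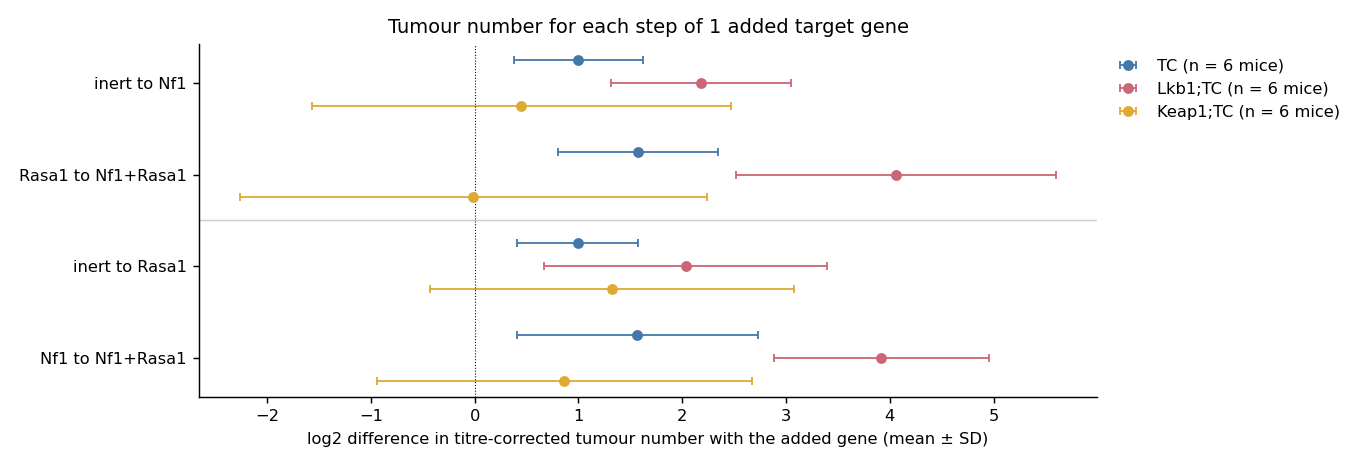
Log2 difference in titre-corrected tumour number (horizontal axis, mean ± SD, n = 6 mice per group) for steps that add Nf1 or Rasa1 to inert or to the other gene (vertical axis), in TC, Lkb1-TC and Keap1-TC. Steps that complete the pair lie furthest to the right in Lkb1-TC (4.06 and 3.92), and in Keap1-TC the SDs (1.75 to 2.25) exceed the means.

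Tumour burden, the summed cells of a vector's tumours, was compared in the same way. The number of steps in the pool with an adjusted p under 0.05 was 0 of 12 in each group by exact sign-flip tests, with 5, 6 and 4 steps at an unadjusted p under 0.05 in TC, Lkb1-TC and Keap1-TC. Against KT mice 3, 7 and 2 were past an adjusted p of 0.05. That change of test moved the counts of adjusted p most in TC and Lkb1-TC, and in Keap1-TC a minimum of 5000 cells did, to 7 higher steps. Nf1 added to inert was then lower and also past the threshold (-0.33, exact sign-flip adjusted p 0.0469). Nf1 added to inert raised burden by 1.39 ± 1.25 in TC and 4.19 ± 1.94 in Lkb1-TC, each in 6 of 6 mice, and by 0.60 ± 1.79 in Keap1-TC (n = 6 mice each). Nf1 added to Rasa1 raised it by 1.62 ± 0.73 in TC and 4.63 ± 3.29 in Lkb1-TC, each in 6 of 6 mice, and by 0.35 ± 2.13 in Keap1-TC. The value of TC replicate 1 came from the titre alone, as that mouse had 0 tumours of both vectors. Rasa1 added to inert gave 1.10 ± 1.58, 2.77 ± 3.01 and 1.28 ± 1.44, and Rasa1 added to Nf1 gave 1.33 ± 2.14, 3.21 ± 2.91 and 1.03 ± 1.59 in the same order of groups, each higher in 5 of 6 mice or fewer. Without the largest tumour of each mouse and vector, Nf1 added to inert gave 2.93 in Lkb1-TC (exact sign-flip p 0.125). The Lkb1-TC value thus rests in part on single tumours, as replicates 4 and 6 held 1 Nf1 tumour each and 0 inert tumours. In TC, Nf1 added to inert gave 1.18, and Rasa1 added to inert gave 1.31 in TC and 2.04 in Lkb1-TC (exact sign-flip p 0.0312 each). For Rasa1 this p rests in part on mice left with 0 cells of both vectors, where the titre alone gives a positive value. These were TC replicate 1 and Lkb1-TC replicates 1, 3 and 4.

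Mean tumour size does not depend on the titre. In TC, 0 of 12 size steps in the pool had an adjusted p under 0.05 and 0 had an unadjusted p under 0.05, because at most 5 mice had enough tumours. Size differed by 0.04 ± 0.31 for Nf1 and -0.04 ± 0.42 for Rasa1 added to inert (log2 cells, n = 4 mice), and by 0.07 ± 0.60 for Nf1 added to Rasa1 and 0.30 ± 0.41 for Rasa1 added to Nf1 (n = 5 mice), all smaller than the spread between mice. In Lkb1-TC 9 steps and in Keap1-TC 4 steps had a value, 0 passed in either group and 0 had an unadjusted p under 0.05. Rasa1 added to Nf1 gave -0.47 ± 0.34 in Lkb1-TC from 2 mice, and from -1.46 to -0.29 over the settings tried. The value of -1.46 came from 4 mice with at least 2 tumours per vector (exact sign-flip p 0.125, the smallest possible). The 90th percentile of size and a lower minimum of 2 tumours per vector left these counts at 0. That outcome was fixed in advance. In TC at most 5 mice still had enough tumours, and in the other groups too few steps could reach the smallest p to pass adjustment. Geometric mean sizes of Nf1+Rasa1 tumours were 2141 cells in TC and 5479 cells in Lkb1-TC.

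To ask whether the joint effect of a pair of genes departs from the sum of their single effects on the log2 scale, departures from additivity were calculated. Of the 6 in the pool, 0 had an adjusted p under 0.05 in each of TC, Lkb1-TC and Keap1-TC, with 0, 1 and 1 at an unadjusted p under 0.05 (exact sign-flip tests, n = 6 mice). Against KT mice 0, 2 and 2 were past an adjusted p of 0.05. The departure of Nf1 and Rasa1 from inert was 0.58 ± 0.79 in TC (above 0 in 4 of 6 mice), 1.88 ± 2.03 in Lkb1-TC (above 0 in 5 of 6 mice) and -0.46 ± 3.20 in Keap1-TC (above 0 in 3 of 6 mice), all smaller than the spread between mice. The departure of this pair depended on the setting. In TC it ranged from 0.13 to 3.55, with an unadjusted exact p under 0.05 in 4 of 11 settings (0.92 with a minimum of 500 cells, 3.55 with 5000 cells, 1.73 with titres from all KT barcodes and 1.54 from those of at least 100 cells) and adjusted p from 0.0938 to 0.90. In Lkb1-TC it ranged from 0.99 to 3.33, with an unadjusted exact p under 0.05 in 7 of 11 settings and adjusted p from 0.0602 to 0.562. The 3.55 in TC and the 3.33 in Lkb1-TC both came with a minimum of 5000 cells. At that minimum the titre and the pseudocount alone gave 4.0 in Keap1-TC, so both values cannot be separated from the titre. A minimum of 5000 cells moved the Keap1-TC count most, to 4.

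To compare the genotypes, all tumours of a mouse were summed over the pool. Compared with TC, total tumour number in Lkb1-TC fell by 1.40 on the log2 scale (pooled SD 1.70, exact permutation p 0.182, adjusted p 0.242, n = 6 and 6 mice) and total burden was higher by 1.10 (pooled SD 1.68, exact permutation p 0.301), both within the spread between mice. In Keap1-TC total tumour number fell by 2.65 (pooled SD 1.52, exact permutation p 0.0216, adjusted p 0.0433, n = 6 and 6 mice). Total burden fell by 4.26 (pooled SD 1.43), with the smallest p the exact permutation test allows (0.00216, adjusted p 0.00866). The viral dose per mouse is not in the labels, so a difference in totals cannot be separated from a difference in dose. A minimum of 5000 cells moved the Lkb1-TC tumour number most, to +0.14, and with a minimum of 500 cells the Keap1-TC tumour number fell by 2.54 (exact permutation, adjusted p 0.0823, and from 0.0433 to 0.0823 over the settings tried).

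**Figure D4:**
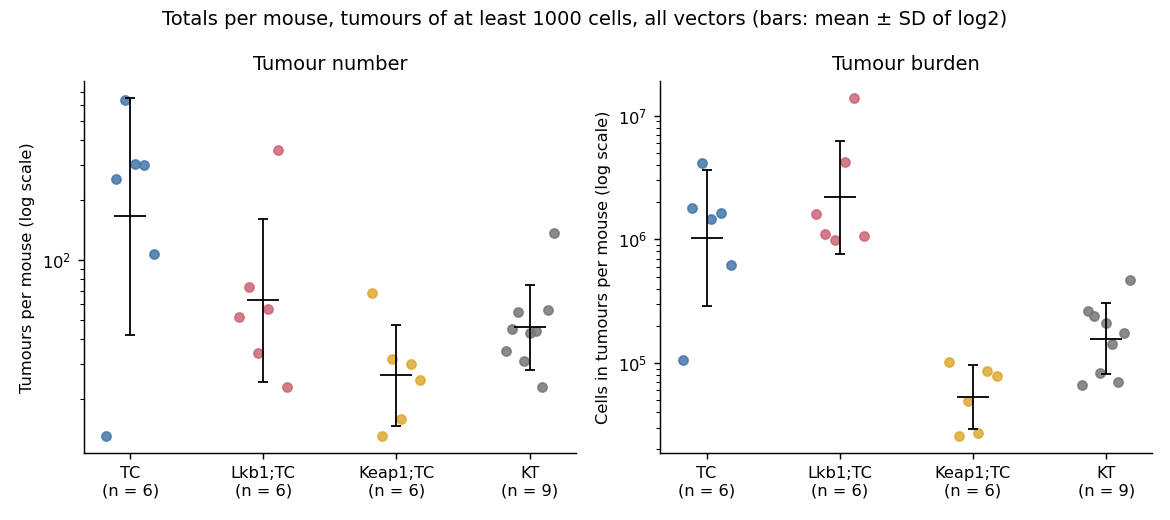
Number of tumours of at least 1000 cells per mouse and summed cells in them (vertical axes, log scale) by group (horizontal axis), over the whole pool; points are mice, horizontal bars geometric means and error bars 1 SD of the log2 values. TC mice had 13 to 635 tumours and Keap1-TC mice 13 to 68, and burden was lowest in Keap1-TC (25423 to 101154 cells).

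The effect of each combination relative to inert was then compared between genotypes. Between Lkb1-TC and TC, 3 of 7 combinations in the pool differed at an adjusted p under 0.05 and 4 at an unadjusted p under 0.05 (exact permutation tests, n = 6 and 6 mice). The log2 effect of Nf1+Rasa1 was larger in Lkb1-TC by 3.53 (pooled SD 0.88), at the smallest p the exact permutation test allows (0.00216, adjusted p 0.0152). Differences for Nf1 (1.18, pooled SD 0.75, exact permutation p 0.0152, adjusted p 0.0530) and Rasa1 (1.04, pooled SD 1.05, exact adjusted p 0.369) were not past the threshold. The call for Nf1 depended on the setting. With a pseudocount of 0.1 it was 2.53 (exact permutation, adjusted p 0.0379, over a range of 0.0379 to 0.253 among settings). Between Keap1-TC and TC, 0 of 7 combinations differed at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05, with differences of -1.25 for Nf1+Rasa1, -0.55 for Nf1 and 0.33 for Rasa1. A minimum of 5000 cells moved these counts most, to 0 in Lkb1-TC, with the Nf1+Rasa1 difference at 1.84 (exact adjusted p 0.121, over a range of 0.0152 to 0.121 among settings), and to 1 in Keap1-TC. The labels give no batch, and the letters that begin the mouse names differ between Lkb1-TC and TC, so a handling batch and the genotype cannot be told apart in this comparison.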

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

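The tests of read conversion, pseudocount, batch and virus pool were tests chosen only after the results were seen.

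KT replicate 9 had more tumours than the other KT mice, with a gap of 0.499 of the range of log2 tumour number, above the critical value for 9 mice. It was 1 of 36 results tested for a mouse apart, where 1.8 are expected by chance. Scaled to equal read totals its gap was 0.166 of the range (129 tumours against 106 in the next mouse), under the critical value. Other KT mice of like depth had far fewer tumours, with 55 at 1166938 reads and 43 at 1008960 reads against 136 at 1052149 reads in this mouse, so depth alone does not account for it. Counted from 1000 reads its gap was 0.239 (88 barcodes against 61), also under the critical value. Its 731 reads for 1000 cells were near the low end of the KT range of 708 to 1172, so conversion may contribute. The KT mouse at 708 reads had 44 tumours, and replicate 9 remained the highest when counted in reads. Conversion alone therefore does not account for its tumour number either. No biological explanation was tested. Leaving this mouse out changed the log2 titre of any vector relative to inert by at most 0.17.

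The Nf1+Rasa1 effect was larger in Lkb1-TC than in TC by 3.53. It was 4.57 with titres from barcodes of 20 to 50 cells of the same group, 3.23 with a minimum of 1000 reads and 3.55 with a pseudocount in proportion to the titre (exact permutation, adjusted p 0.0152 each). When TC mice were thinned at random to the tumour numbers of Lkb1-TC, 100 of 100 draws had an exact permutation p under 0.05. The virus pool, the conversion of reads and the lower tumour numbers did not account for it. The pseudocount in proportion to the titre hardly moved the value and is a weak test, as inert had 0 tumours in 5 of 6 Lkb1-TC mice. With a pseudocount of 1 the difference was 2.78 and with 0.1 it was 5.39 (exact adjusted p 0.0303 each), so its size depends on the pseudocount. The groups share 0 name prefixes, so batch remains, and over all settings the adjusted p ranged from 0.0152 to 0.121, with the highest value at a minimum of 5000 cells.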

How the results depend on the processing

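The comparison with KT mice, unadjusted p, the pseudocount in proportion to titre, titres from KT barcodes of at least 100 cells and from small barcodes of the same group, the minimum of 1000 reads, pooled counts and leaving out mice were tests chosen only after the result was seen. A count was called the same if it stayed above 0 and within 1.5-fold or did not change, and a difference if it kept its direction and its side of the threshold, so values called the same can differ. Counts pooled over mice have no p, and a difference from them was called the same if it kept its direction and lay within 1 SD of the mean over mice. Of 201 summary values, 162 stayed the same, 37 counts moved, 1 was weaker and 1 was reversed. Of 384 values of single contrasts, 301 stayed the same, 30 were weaker, 18 stronger, 32 reversed and 3 moved. Of 41 single contrasts 25 kept 1 direction under every setting, including 6 combinations against inert (2 in TC, 3 in Lkb1-TC and 1 in Keap1-TC). The cause of a change was not tested unless a value shows it. No paired analysis was possible because each mouse belongs to 1 group and was harvested once, apart from the differences between vectors, which were taken within a mouse. Removal of barcodes seen in more than 1 mouse was not run, since barcode sequences were not used here. A minimum of 5000 cells gave no value for size steps in Keap1-TC and KT, for Keap1-TC totals and for the size steps between inert, Nf1, Rasa1 and Nf1+Rasa1 in TC.

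Counts at an adjusted p under 0.05 moved as follows. For combinations in TC the count became 0 with a minimum of 500 cells, 5000 cells or 1000 reads, with titres from all KT barcodes, KT barcodes of at least 100 cells or barcodes of 20 to 50 cells of the same group, and with a pseudocount in proportion to titre, because fewer than 5 of 7 reached the smallest p. For combinations in Lkb1-TC it became 0 with titres from barcodes of 20 to 50 cells of the same group and a pseudocount in proportion to titre. It fell from 7 to 5 with a minimum of 500 cells and with titres from all KT barcodes or those of at least 100 cells, a change within 1.5-fold, and that in TC rose from 5 to 6 with a pseudocount of 1. Interactions in Lkb1-TC went from 3 to 4 with a pseudocount of 0.1 or unadjusted p, and to 2 with a pseudocount in proportion to titre, a minimum of 1000 reads or titres from barcodes of 20 to 50 cells of the same group. A pseudocount of 1 gave 8 number steps in TC. KT number steps became 2 with a minimum of 5000 cells and with titres from all KT barcodes or those of at least 100 cells. Permutation against KT mice gave 6, 7 and 4 number steps and 3, 7 and 2 burden steps in TC, Lkb1-TC and Keap1-TC, 2 departures from additivity in each of Lkb1-TC and Keap1-TC, and 2 combinations in Keap1-TC. Unadjusted p gave 7, 7 and 4 number steps, 5, 6 and 4 burden steps, 1 departure in each of Lkb1-TC and Keap1-TC, and 2 combinations in Keap1-TC.

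With a minimum of 5000 cells Keap1-TC had 6 combinations, 7 number steps and 7 burden steps higher and past the threshold. These counts leave out lower values past it, such as Nf1 against inert in number (-0.33, exact sign-flip adjusted p 0.0312). Departures past the threshold numbered 4 in Keap1-TC, and interactions 0 in Lkb1-TC and 1 in Keap1-TC. Keap1-TC held 9 tumours of that size and 3 of 6 mice had none, so these values come from the pseudocount and the titre. The total tumour number of Lkb1-TC against TC reversed to 0.14. In Keap1-TC, Nf1 against inert (-0.33 in number and in burden), Rasa1 to Nf1+Rasa1 (3.67), the departure of Nf1 and Rasa1 on inert (4.0) and the Keap1-TC minus TC effect of Rasa1 (-0.49) reversed.

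With a minimum of 500 cells the total tumour number of Lkb1-TC against TC was -2.46, the same direction and not past the threshold, and that of Keap1-TC was weaker at -2.54 (exact permutation, adjusted p 0.0823, within 0.0433 to 0.0823 over settings). Reversed were Rasa1 to Nf1+Rasa1 (0.72) and the departure of Nf1 and Rasa1 (0.42) in Keap1-TC, the Keap1-TC minus TC effect of Nf1+Rasa1 (0.39) and the size step inert to Rasa1 in TC (0.14). With a minimum of 1000 reads Rasa1 to Nf1+Rasa1 in Keap1-TC reversed (0.28). With size from at least 2 tumours the size steps inert to Nf1 (-0.048) and inert to Rasa1 (0.18) in TC reversed.

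In Keap1-TC a pseudocount of 1 reversed Rasa1 to Nf1+Rasa1 (0.40) and the departure of Nf1 and Rasa1 (0.11), and a pseudocount of 0.1 reversed Nf1 to Nf1+Rasa1 (-0.23). A pseudocount in proportion to titre reversed Nf1+Rasa1 against inert (-0.57) and Nf1 to Nf1+Rasa1 (-1.08) in the same group. Titres from all KT barcodes reversed Rasa1 to Nf1+Rasa1 (0.79) and the departure (0.69), and titres from KT barcodes of at least 100 cells reversed both (0.47 and 0.50) and Nf1 against inert (-0.026). Counts pooled over mice reversed Nf1+Rasa1 against inert (-0.72) and Nf1 to Nf1+Rasa1 (-1.55).

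Titres from barcodes of 20 to 50 cells of the same group reversed, in TC, Rasa1 against inert (-0.17, burden -0.061) and Nf1 to Nf1+Rasa1 (-0.039, burden -0.28). In Keap1-TC they reversed Nf1+Rasa1 against inert (-0.076), Nf1 to Nf1+Rasa1 (-0.30, burden -0.14) and the burden of Rasa1 to Nf1+Rasa1 (-0.011).

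Leaving out 1 mouse at a time, Nf1+Rasa1 against inert ranged from 2.19 to 2.77 in TC, from 5.95 to 6.30 in Lkb1-TC and from 0.80 to 1.81 in Keap1-TC. Nf1 ranged from 0.78 to 1.12, from 1.88 to 2.35 and from -0.10 to 1.06, and Rasa1 from 0.82 to 1.12, from 1.68 to 2.32 and from 0.90 to 1.93. Of these 54 fits 1 reversed, for Nf1 in Keap1-TC.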

Other observations

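All tests in this part were tests chosen only after the result was seen.

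Barcodes of the Nf1+Rasa1 vector had few reads less often than those of other vectors. It had the lowest share of barcodes under 10 reads in 9 of 9 KT mice. In KT mice that share was 13.5% against a mean of 39.7% for the other vectors, a difference of -26.2 percentage points (exact sign-flip p 0.00391, the smallest 9 mice allow). KT mice have no Cas9, so an sgRNA effect does not account for it, and a technical step that acts on this vector remains. Read counts of the barcodes before any minimum was applied would test it.

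Lkb1-TC mice listed fewer barcodes than TC mice, by -4.08 on the log2 scale (exact permutation p 0.00216, the smallest possible, n = 6 and 6 mice). For barcodes of at least 50 cells, which a higher detection limit would spare, the difference was -5.03 (exact permutation p 0.00433). The viral dose is not in the labels, so a lower dose remains. Per barcode, tumours were more frequent in Lkb1-TC (1.35 to 12.4% of barcodes) than in TC (0.274 to 1.19%), by 2.68 on the log2 scale (exact permutation p 0.00216), and less frequent in Keap1-TC, with a difference of -1.07 (exact permutation p 0.0346). The dose given to each group would decide whether fewer cells were infected.

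Keap1-TC mice held 1 Nf1+Rasa1 tumour. When TC mice were thinned to the tumour numbers of Keap1-TC, 0 of 100 draws had as few, with a median of 13, so the low number of tumours does not account for it. The mean share of tumours was 0.556% in Keap1-TC and 6.48% in TC, a difference of -5.93 percentage points (exact permutation p 0.0152, n = 6 and 6 mice). Among barcodes of 20 to 50 cells the shares were 5.47% and 7.23%, a difference of -1.76 points (exact permutation p 0.279). That gap was smaller than the one among tumours, so the composition of the virus pool did not account for all of it. At 50 to 100, 100 to 300 and 300 to 1000 cells the mean shares were 3.50%, 4.15% and 5.23% in Keap1-TC. In TC they were 4.50%, 3.23% and 6.28%, and each difference was smaller than the SD between mice. Below 1000 cells the mean share was thus lower in Keap1-TC except at 100 to 300 cells, within the spread between mice. These values do not settle whether the lower share begins at 1000 cells. From that size Keap1-TC held 1 tumour of this vector. A hypothesis is that Keap1 loss lowers the outgrowth of tumours with this pair of targets. The difference in effect over inert between the groups does not settle it, since it depends on the setting. It was -1.25 (exact permutation p 0.188) as reported, -2.71 with a pseudocount in proportion to the titre (exact permutation p 0.0368, adjusted p 0.129) and 0.39 with a minimum of 500 cells, and over all settings the adjusted p ranged from 0.129 to 0.725. More Keap1-TC mice with a higher dose would test it.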
